# C5a–C5AR1 axis as a potential trigger of the rupture of intracranial aneurysms

**DOI:** 10.1038/s41598-024-53651-7

**Published:** 2024-02-07

**Authors:** Akihiro Okada, Kampei Shimizu, Akitsugu Kawashima, Tomomichi Kayahara, Masahiko Itani, Hiroki Kurita, Susumu Miyamoto, Hiroharu Kataoka, Tomohiro Aoki

**Keywords:** Molecular biology, Diseases, Pathogenesis, Risk factors

## Abstract

Recent studies have indicated the involvement of neutrophil-mediated inflammatory responses in the process leading to intracranial aneurysm (IA) rupture. Receptors mediating neutrophil recruitment could thus be therapeutic targets of unruptured IAs. In this study, complement C5a receptor 1 (C5AR1) was picked up as a candidate that may cause neutrophil-dependent inflammation in IA lesions from comprehensive gene expression profile data acquired from rat and human samples. The induction of C5AR1 in IA lesions was confirmed by immunohistochemistry; the up-regulations of C5AR1/C5ar1 stemmed from infiltrated neutrophils, which physiologically express C5AR1/C5ar1, and adventitial fibroblasts that induce C5AR1/C5ar1 in human/rat IA lesions. In in vitro experiments using NIH/3T3, a mouse fibroblast-like cell line, induction of C5ar1 was demonstrated by starvation or pharmacological inhibition of mTOR signaling by Torin1. Immunohistochemistry and an experiment in a cell-free system using recombinant C5 protein and recombinant Plasmin indicated that the ligand of C5AR1, C5a, could be produced through the enzymatic digestion by Plasmin in IA lesions. In conclusion, we have identified a potential contribution of the C5a–C5AR1 axis to neutrophil infiltration as well as inflammatory responses in inflammatory cells and fibroblasts of IA lesions. This cascade may become a therapeutic target to prevent the rupture of IAs.

## Introduction

The prognosis of aneurysmal subarachnoid hemorrhage (SAH) remains poor despite modern technical advancements in medical care, with a mortality rate of 25–50%^1,2^. It is, therefore, mandatory to develop a novel therapeutic strategy to prevent the rupture of intracranial aneurysm (IA).

The recent experimental studies using rodent models^3–5^ have clarified the crucial role of neutrophils in triggering rupture of IAs; i.e. exacerbation of inflammatory responses and tissue destruction by proteinases like matrix metalloproteinase-9. Histological examinations and gene expression analyses of human specimens have also supported the involvement of neutrophils in the pathogenesis of IAs^6,7^. Importantly, neutrophil-including microenvironment can be observed almost specifically at the site of rupture in lesions induced in animals^3,4^. Therefore, factors regulating the migration of neutrophils into lesions could be therapeutic targets to prevent the rupture of IAs. In the present study, we have identified complement C5a receptor 1 (C5AR1) as a candidate factor mediating the migration of neutrophils from the comprehensive gene expression profile data of IA lesions^4,8^ and examined the potential contribution of C5AR1 to the pathogenesis.

## Materials and methods

### Study approval

The use of human samples in the present research was approved by the local ethical committee at Kyoto University Graduate School of Medicine (#R0456) and at National Cerebral and Cardiovascular Center (#M29-050, #R20126, #R20126-1, #20126-2, #20126-3, #20126-4, #21012) where samples were analyzed and Tokyo Women’s Medical University Yachiyo Medical Center (#4106) where samples were prepared with written informed consent from each case. All research was performed in accordance with the Declaration of Helsinki.

All of the following experiments using animals, including animal care and use, complied with the National Institute of Health’s Guide for the Care and Use of Laboratory Animals and also followed the ARRIVE guidelines (https://arriveguidelines.org)) and were approved by the Institutional Animal Care and Use Committee of National Cerebral and Cardiovascular Center (Approval Number #19036, #20003, #20004, #21004, #21015, #22012, #22041) and of The Jikei University School of Medicine (Approval Number #2023-004, #2023-009). Also, all experiments about recombinant DNA experiment were approved by the Institutional Biosafety Committee of National Cerebral and Cardiovascular Center (Approval Number #2019-14, #20-7, #21-7, #22-7).

### Human specimen and immunohistochemistry

Human IA samples and control arterial walls (superficial temporal artery) were dissected during microsurgical clipping of unruptured IAs with the written informed consent. Dissected specimen was fixed in formalin solution and embedded in paraffin. 4-um thick slices were then prepared for immunohistochemical analysis. After deparaffinization and blocking with 3% donkey serum (#AB_2337258, Jackson ImmunoResearch, West Grove, PA, USA.), slices were incubated with primary antibodies followed by incubation with secondary antibodies conjugated with fluorescence dye. Finally, fluorescent images were acquired on a confocal fluorescence microscope system (FV1000 or FV3000, Olympus, Tokyo, Japan).

Primary antibodies used were as follows; rabbit polyclonal anti-CD88 (C5AR1) antibody (#PAB26140, Abnova, Taipei, Taiwan), mouse monoclonal anti-CD31 antibody (clone JC70A, #M0823, Dako, Glostrup, Denmark), mouse monoclonal anti-smooth muscle α-actin antibody (clone 1A4, #14-9760-82, Thermo Fisher Scientific, Waltham, MA, USA), rabbit polyclonal anti-myeloperoxidase antibody (#ab9535, abcam, Cambridge, UK), mouse monoclonal anti-human C5a/C5a des-Arg antibody (clone 2952, #HM2079, Hycult Biotech, Wayne, PA, USA), rabbit polyclonal anti-tPA antibody (#10147-1-AP, Proteintech Group, Rosemont, IL, USA), and rabbit polyclonal anti-plasminogen antibody (#GTX102877, Gene Tex, Irvine, CA, USA).

Secondary antibodies used were as follows; Alexa Fluor 488-conjugated donkey anti-mouse IgG H&L antibody (#A21202, Thermo Fisher Scientific), Alexa Fluor 488-conjugated donkey anti-rabbit IgG H&L antibody (#A21206, Thermo Fisher Scientific), Alexa Fluor 594-conjugated donkey anti-mouse IgG H&L antibody (#A21203, Thermo Fisher Scientific), and Alexa Fluor 594-conjugated donkey anti-rabbit IgG H&L antibody (#A21207, Thermo Fisher Scientific).

### Rodent IA models and histological analysis of induced IA lesions

7 week-old male or 10 week-old female Sprague–Dawley rats were purchased from Japan SLC (Shizuoka, Japan). Animals were maintained on a light/dark cycle of 12 h/12 h, and had a free access to chow and water.

To induce IA, under general anesthesia by the intraperitoneal injection of pentobarbital sodium (50 mg/kg, Somnopentyl, Kyoritsu Seiyaku Corporation, Tokyo, Japan) and/or the inhalation of Isoflurane (induction; 5.0%, maintenance; 1.5–2.0%, #IYESC-0001, Pfizer Inc., New York, NY, USA), 7-week-old male rats were subjected to ligation of the left carotid artery and systemic hypertension, achieved by the combination of a high salt diet and ligation of the left renal artery^9^.

In the present study, we defined rupture-prone IAs as IAs at the anterior or posterior communicating artery induced in the rat model demonstrated previously^3,10^ because only IAs at these locations frequently rupture in the rat model. To induce rupture-prone IAs, 10 week-old female rats were subjected to the bilateral ovariectomy, the ligation of the left carotid artery, the right external carotid artery and the right pterygopalatine artery, and systemic hypertension achieved by the combination of a high salt diet and the ligation of the left renal artery under the general anesthesia as same^3,10^.

In both experimental models of IAs, immediately after surgical manipulations, animals were fed the food containing 8% sodium chloride and 0.12% 3-aminopropionitrile (#A0408, Tokyo Chemical Industry, Tokyo, Japan), an inhibitor of lysyl oxidase that catalyzes the cross-linking of collagen and elastin.

At 2 weeks to induce unruptured IA lesions in male rats or 4 months to induce rupture-prone IA lesions in ovariectomized female animals after above surgical manipulations, animals were deeply anesthetized by intraperitoneal injection of the lethal dose of pentobarbital sodium (200 mg/kg, Somnopentyl, Kyoritsu Seiyaku Corporation) or the inhalation of Isoflurane (5.0%, #IYESC-0001, Pfizer Inc.), and transcardially perfused with 4% paraformaldehyde solution. Also, all the dead animals during the observation period were autopsied to assess the onset of SAH. The bifurcation site of anterior cerebral artery—olfactory artery including the induced IA lesion or induced rupture-prone or ruptured lesion at anterior- or posterior communicating artery was stripped, and serial frozen sections were then made.

### Rodent glomerulonephritis model

The anti-Thy-1.1-induced glomerulonephritis model in rats was created following the previous study^11^. Seven-week-old male Wister rats were purchased from Japan SLC (Shizuoka, Japan). Mouse monoclonal anti-CD90 (Th1.1) antibody (1 mg/kg, clone OX-7, lot. 1505LE05, #CL005LE, CiteAb, Bath, UK) was administered intravenously to the rats. At 1 h after the administration of the Thy-1.1 antibody, animals were sacrificed as described above, and the bilateral kidneys were harvested.

### RNA purification and RNA sequencing analysis

Dissected rupture-prone aneurysm and the remaining circle of Willis from the same animal were grinded and homogenized in liquid nitrogen at the 63rd day after surgical manipulations. The total RNA was isolated from homogenized samples using an Rneasy fibrous tissue mini kit (#74704, QIAGEN, Hilden, Germany) with an on-column Dnase treatment, according to the manufacturer’s instructions. The quantity of each total RNA sample was measured using a NanoDrop (Thermo Fisher Scientific), and its quality was assessed by using the RNA integrity number (RIN) on an Agilent 4200 TapeStation (Agilent, Santa Clara, CA, USA). The libraries obtained from the purified RNA samples (500 ng) were then prepared using a TruSeq stranded mRNA sample preparation kit (#20020595, Illumina, San Diego, CA, USA), for the RNA sequencing analyses. Total RNA sequencing was performed on a NextSeq500 (Illumina). Each read was then mapped to the *Rattus norvegicus* reference genome (Rnor6) using CLC genomics workbench (version 11, QIAGEN). Differential expression analyses were performed using the RNA-Seq tool, one similar to the DESeq and the edgeR package, in CLC genomics workbench. The genes whose expression reached a fold change over 1.5 in aneurysm lesions, compared with that in the remaining circle of Willis, were considered to be over-expressed, respectively.

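In rupture-prone aneurysm lesions, 9 genes were higher and 3 were lower than in the remaining circle of Willis at an adjusted p under 0.05 from edgeR's quasi-likelihood test, out of 7615 genes tested in 5 samples per group. Osteopontin (Spp1) had a log2 fold change of 8.43 (standard error 1.43, adjusted p = 0.00975). The fibrillar collagen genes Col3a1 and Col1a1 had log2 fold changes of 6.21 (standard error 1.19) and 5.97 (standard error 1.17), and biglycan (Bgn), a matrix proteoglycan, one of 5.33 (standard error 1.09). Lysozyme (Lyz2) and Gpnmb, both abundant in macrophages, had log2 fold changes of 6.47 (standard error 1.33) and 6.15 (standard error 1.24), and the lipid carrier Apoe one of 3.58 (standard error 0.74). Heme oxygenase 1 (Hmox1) had a log2 fold change of 6.79 (standard error 1.46, adjusted p = 0.0483). LOC100361543, which the deposited annotation names as a RhoA activator C11orf59-like gene, had 1626 reads in the aneurysms and 1 read in the circle of Willis, a ratio of 1142 after TMM scaling (95% counting interval 205 to 45122).
The 3 lower genes are known to be expressed in neurons. Snhg11, a long noncoding RNA gene, had 2 reads in the aneurysms and 2333 in the circle of Willis, a ratio of 6.02e-04 (95% counting interval 7.28e-05 to 0.00218). Camk2b, a subunit of a calmodulin-dependent kinase, had a log2 fold change of -7.28 (standard error 1.49). Grm5, a glutamate receptor gene named here after its values were seen, had a log2 fold change of -6.51 (standard error 1.36), and 100% of its reads lay in introns. In TMM-scaled CPM, Apoe, Col3a1 and LOC100361543 were higher in each of the 5 aneurysms than in every circle of Willis sample, and Snhg11 and Camk2b were lower in each (two-sided exact rank permutation test, p = 0.00794, the smallest that 5 against 5 samples allow). For Apoe and Col3a1 this rests on the scaling of aneurysm 8, whose TMM factor was 0.282. Of its 4513515 reads, 604 and 162 were on these genes, against 1132 and 275 of 4246517 in circle of Willis 5. All 5 genes had been picked by the test on the same samples.

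**Figure D1:**
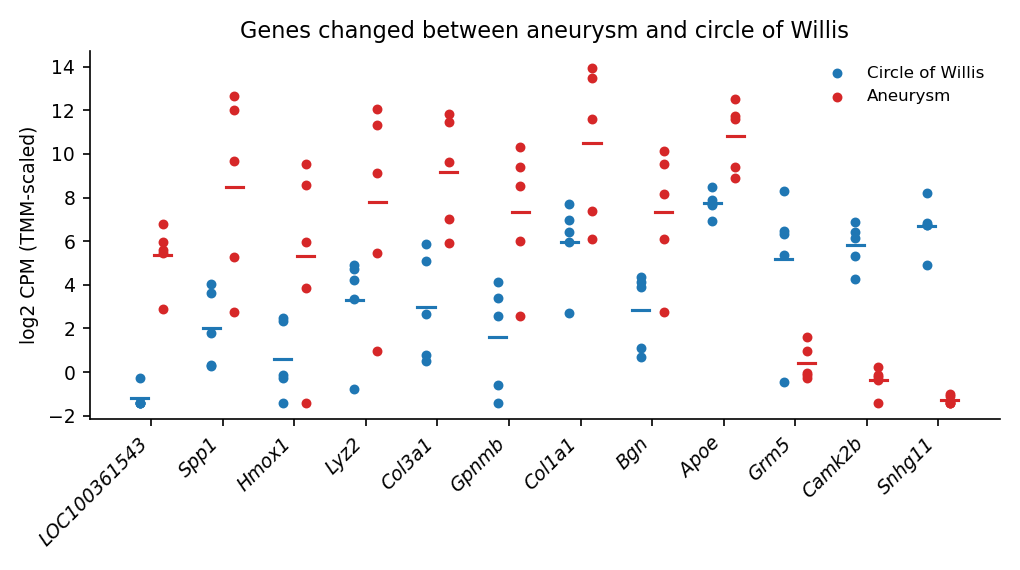
Expression of the 12 changed genes in each sample. The vertical axis is log2 CPM after TMM scaling, points are single samples (circle of Willis, blue; aneurysm, red) and short lines are group means of 5 samples. Lyz2, Hmox1 and Spp1 spanned the widest ranges of log2 CPM among the aneurysms, while Snhg11 lay near the lowest value in all 5.

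Gene lists fixed before the data were examined were then compared. Of 24 tested genes of the extracellular matrix, 4 were higher and 0 lower, and 13 were higher when adjusted over the list alone. The list as a whole passed as higher with a preset correlation of 0.01 (limma camera, adjusted p = 9.69e-09). It did not pass with its estimated correlation of 0.396 (limma camera, adjusted p = 0.389). Of 14 macrophage markers, 2 were higher and 0 lower, and 5 were higher when adjusted over the list alone, among them Tyrobp and Fcer1g (camera, adjusted p = 1.67e-07; adjusted p = 0.331 with an estimated correlation). Of 10 neuron markers, 0 passed over all genes with edgeR's quasi-likelihood test (5 lower at an unadjusted p under 0.05; 1 lower with edgeR's exact test, 3 with DESeq2 and 0 with limma-voom), and Snap25, Syt1 and Nefl were lower when adjusted over the list alone (camera, adjusted p = 5.65e-06; adjusted p = 0.331 with an estimated correlation). Of 5 astrocyte markers, 0 passed over all genes, 4 had a negative and 1 a positive log2 fold change, and their median was -2.27 (camera, adjusted p = 0.0367; adjusted p = 0.503 with an estimated correlation), and Slc1a3 was lower in each of the 5 aneurysms than in every circle of Willis sample. Without a low-count filter, 11 markers of oligodendrocytes and Schwann cells had a median log2 fold change of 1.03. A fold change over 1.5 alone, with no test, was met by 2726 genes higher and 2176 lower in aneurysm lesions, and 9 of the former passed the test; the counts were 966 higher and 1026 lower on exon reads, and 6706 and 6055 without a low-count filter. The count of 12 changed genes depended on single libraries and on the processing, since it was 1 without circle of Willis 8, 33 without aneurysm 8, 2 with upper-quartile scaling, 130 with DESeq2 and 130 without a low-count filter. Leaving out a sample also changed the set of genes tested, to 8531 without circle of Willis 8 and 8818 without aneurysm 8. Of the 12 changed genes, Snhg11 passed in all 24 alternatives and Spp1 in 22, while each of the other 10 lost its call in 9 to 13 of them.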

All the raw data from RNA sequencing analysis was deposited to Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/) (ID # Data will be deposited after the acceptance).

### Immunohistochemistry

5-μm-thick frozen sections were prepared from dissected IA lesions, from the kidneys of the anti-Thy-1.1-induced glomerulonephritis model prepared as described above, or the spleen of rats. After blocking with 3% donkey serum (#AB_2337258, Jackson ImmunoResearch), slices were incubated with primary antibodies followed by incubation with secondary antibodies conjugated with a fluorescence dye. Finally, fluorescent images were acquired on a confocal fluorescence microscope system (FV1000 or FV3000, Olympus).

Primary antibodies used were as follows; mouse monoclonal anti-CD88 (C5AR1) antibody (clone R63, #sc-53797, Santa Cruz Biotechnology, Dallas, Texas, USA), rabbit polyclonal anti-myeloperoxidase antibody (#ab9535, abcam), mouse monoclonal anti-CD68 antibody (#ab31630, clone ED1, abcam), rabbit monoclonal anti-phospho-S6 ribosomal protein (Ser235/236) antibody (clone 91B2, #4857, Cell Signaling Technology, Danvers, MA, USA), mouse monoclonal anti-C5 antibody (clone BB5.1, #HM1073, Hycult Biotech), mouse monoclonal anti-C3 antibody (clone 12E2, #NBP1-05140, Novus Biological, Centennial, CO, USA), mouse monoclonal anti-C5b-9 antibody (clone aE11, #M0777, Dako), rabbit polyclonal anti-tPA antibody (#10147-1-AP, Proteintech Group), rabbit polyclonal anti-plasminogen antibody (#GTX102877, Gene Tex), rabbit polyclonal anti-TNF-alpha antibody (#ab6671, abcam), rabbit polyclonal anti-IL-1beta antibody (#sc-7884, Santa Cruz Biotechnology), mouse polyclonal anti-COX-2 antibody (#160126, Cayman Chemical, Ann Arbor, MI, USA), and mouse monoclonal anti-smooth muscle α-actin antibody conjugated with Cy3 (clone 1A4, #C6198, Sigma-Aldrich, St. Louis, MI, USA).

Secondary antibodies used were as follows; Alexa Fluor 488-conjugated donkey anti-mouse IgG H&L antibody (#A21202, Thermo Fisher Scientific), Alexa Fluor 488-conjugated donkey anti-rabbit IgG H&L antibody (#A21206, Thermo Fisher Scientific), Alexa Fluor 594-conjugated donkey anti-mouse IgG H&L antibody (#A21203, Thermo Fisher Scientific), and Alexa Fluor 594-conjugated donkey anti-rabbit IgG H&L antibody (#A21207, Thermo Fisher Scientific).

### Digestion of a recombinant C5 protein by plasmin in a cell-free system

A recombinant C5 protein (100 μg/ml, lot: 083512, #A403, Quidel Corporation, San Diego, CA, USA) and each dose of recombinant Plasmin (0, 0.1, 0.33, 1, 3.3, 10, 33, and 100 μg/ml, lot: SLBV2192, #P1867, Sigma-Aldrich) were mixed and incubated for 1.5 h at 37 ℃ in a phosphate-buffered saline. The incubation mixture was then subjected to a western blot analysis using mouse monoclonal anti-human C5a/C5a des-Arg antibody (clone 2952, #HM2079, Hycult Biotech).

### Cell culture

NIH3T3 cell line, a mouse fibroblast-like cell line, was purchased from ATCC (#CRL-1658, Manassas, VA, USA) and cultured using Dulbecco’s Modified Eagle’s Medium (DMEM) (#044–29765, FUJIFILM Wako Pure Chemical Corporation, Osaka, Japan) supplied with 10% fetal bovine serum (FBS) (lot: 42F2102K, #10270-106, Thermo Fisher Scientific).

U-937 cell line, an established human cell line of histiocytic lymphoma origin, was purchased from ATCC (#CRL-1593.2) and cultured using a DMEM supplied with 10% FBS (lot: 42F2102K, #10270-106, Thermo Fisher Scientific). U-937 cell line was differentiated into macrophage-like cells by culturing with 10 μM Phorbol 12-myristate 13-acetate (PMA, lot: WDH4676, #162-23591, FUJIFILM Wako Pure Chemical Corporation) for 48 h.

### Quantitative real time-PCR (RT-PCR) analysis

NIH3T3 cells were treated with each dose of the selective mTOR (mammalian target of rapamycin) inhibitor Torin1 (IC_50_; 2.0 nM, lot: 3143151, #475991, Sigma-Aldrich) at the indicated dose and time period.

PMA-primed U937 cells were treated with each dose of recombinant C5a (lot: MBQ2518041, #2037-C5, R&D Systems, Minneapolis, MN, USA) at the indicated dose and time period. In some experiments, cells were pre-treated with the selective C5AR1 antagonist, W54011 (Ki = 2.2 nM, IC_50_; 1.6–3.1 nM, 300 nM, lot: H3118, #sc-203863, Santa Cruz Biotechnology).

The primary culture of intraperitoneal macrophage was treated with recombinant C5a (100 nM, 3 h, lot: P20210818251, #RPA388RA02, Cloud-Clone Corp., Katy, TX, USA) or lipopolysaccharide (LPS, 1 μg/ml, 3 h, lot: 074M4155V, #L3755, Sigma-Aldrich).

RNA purification from cultured cells and reverse transcription were done using a Rneasy Plus Mini Kit (#74136, QIAGEN) and a High-capacity cDNA Reverse Transcription Kit (#4368814, Life Technologies Corporation, Carlsbad, CA, USA) according to manufacturers’ instructions. For the quantification of gene expression, RT-PCR was performed on a LightCycler 480 (Roche, Basel, Switzerland) with a TB Green^®^ Premix Ex Taq™ II (Tli RnaseH Plus) (#RR820A, TAKARA BIO INC., Shiga, Japan) using the expression of β-actin (*ACTB* or *Actb*) as an internal control. For quantification, the second derivate maximum method was used for crossing point determination.

Primer sets used in the present experiment were as follows; forward 5′-AGCTTGGATATGTTGGGTTCC-3′ and reverse 5′-GGTAGTCTGGCCTTGAACTCC-3′ for *C5ar1*, forward 5′-CAGTAACAGTCCGCCTAGAAGC-3′ and reverse 5′-GCAAGTACTCTGTGTGGATTGG-3′ for *Actb* (mouse), forward 5′-TCAGCAATGAGTGACAGTTGG-3′ and reverse 5′-ATAGGCTGTTCCCATGTAGCC-3′ for *TNF*, forward 5′-ATTCAGCACAGGACTCTCTGG-3′ and reverse 5′-CAAGCTGGAATTTGAGTCTGC-3′ for *IL1B*, forward 5′-ACACCCTCTATCACTGGCATCC-3′ and reverse 5′-AACATTCCTACCACCAGCAACC-3′ for *PTGS2*, forward 5′-CATACTCCTGCTTGCTGATCC-3′ and reverse 5′-GATGCAGAAGGAGATCACTGC-3′ for *ACTB*, forward 5′-AGAGAGGAGGCTGACTTTCTCC-3′ and reverse 5′-GCATGGATCTCAAAGACAACC-3′ for *Tnf*, forward 5′-TCCAAGTTCTACCATGGTCTCC-3′ and reverse 5′-TCCCTGAAACCTTACACATCG-3′ for *Ptgs2*, forward 5′-GCAGTGCATACCACTTCAACC-3′ and reverse 5′-CTGATGGTCAAGATCCAGAGG-3′ for *Nos2*, and forward 5′-TTAGGAGAGCATTGGAAGTTGG-3′ and reverse 5′-CTTCTGGAGTTCCGTTTCTACC-3′ for *Il6*, forward 5′-CAGTAACAGTCCGCCTAGAAGC-3′ and reverse 5′-GCAAGTACTCTGTGTGGATTGG-3′ for *Actb* (rat)*.*

### Western blot analysis

NIH3T3 cells were pre-treated with Platelet-derived Growth Factor (PDGF)-BB (100 ng/ml, 30 min, lot: QXB1219032, #220-BB, R&D Systems), which was then cultured under the starved condition for 24 h or treated with Torin1 (500 nM, lot: 3143151, #475991, Sigma-Aldrich) for 1 h.

Whole cell lysate was prepared by a RIPA buffer (#R0278, Sigma-Aldrich) supplemented with proteinase and phosphatase inhibitors (#04693159001 and #4906837001, Roche). Protein concentration was, then, determined by a Bicinchoninic Acid (BCA) method (#23227, Pierce BCA Protein Assay Kit, Thermo Scientific). After SDS-PAGE (sodium dodecyl sulfate-poly-acrylamide gel electrophoresis), separated proteins were blotted to a PDVF membrane (Hybond-P, #10600058, GE healthcare, Buckinghamshire, UK) and blocked with an ECL plus blocking agent (#RPN2125, GE healthcare). The membranes were then incubated with primary antibodies followed by incubation with an anti-IgG antibody conjugated by horseradish peroxidase (anti-mouse IgG, #NA931V; anti-rabbit IgG, #NA934V, GE healthcare). Finally, the signal was detected by a chemiluminescent reagent (ECL Prime Western Blotting Detection System, #RPN2236, GE healthcare). Α-Tubulin was served as an internal control.

Primary antibodies used in Western Blot analysis were as follows; rabbit monoclonal anti-phospho-S6 ribosomal protein (Ser235/236) antibody (clone 91B2, #4857, Cell Signaling Technology), rabbit monoclonal anti-S6 ribosomal protein antibody (clone 5G10, #2217, Cell Signaling Technology), mouse monoclonal anti-α-tubulin antibody (clone DM1A, #T6199, Sigma-Aldrich).

### Statistics

Data are shown as mean ± s.e.m. Differences between the 2 groups were examined using the non-parametric Wilcoxon rank-sum test. Statistical comparisons between more than 2 groups were conducted using the Kruskal–Wallis test followed by the Steel test, or the Steel–Dwass test. A p value smaller than 0.05 was defined as statistically significant. Statistical analyses were performed with JMP software (version 14.0, SAS Institute, Cary, NC, USA).

## Results

### Induced expression of C5ar1 in ruptured or rupture-prone IA lesions of rats

First, to narrow candidates to facilitate the migration of neutrophils into the site of rupture, which crucially contribute to the rupture of IAs^4^, the two independent comprehensive gene expression data sets previously (GEO accession: GSE161044; Fig. 1A, No. 1, n = 3 in each group)^4^ and newly obtained from the rat model of ruptured and rupture-prone IA lesions (Fig. 1A, No. 2, n = 5 in each group)^3,4,10^ were analyzed. 

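The newly obtained data set (No. 2) held poly(A)-selected RNA-seq libraries of 5 rupture-prone aneurysms dissected from rats on day 63 after surgery and of 5 samples of the remaining circle of Willis, numbered 4 to 8 in each group. The authors mapped the reads to the rat genome Rnor6 with CLC genomics workbench (version 11) and deposited, for 22081 genes in each of the 10 samples, the counts of reads on the gene, which are the sum of its exon and intron reads. No normalization had been applied to these counts. The aneurysm libraries held 4513515 to 7352626 reads on genes (median 4733695) and the circle of Willis libraries 3017269 to 5692715 (median 4246517). Introns took 35.7% to 49.8% of these reads in the aneurysms and 32.8% to 47.1% in the circle of Willis. Transcripts of the mitochondrial genome took 19.4% to 50.3% and 37.9% to 59.0%, and a single annotated gene, AABR07000398.1, took 18.5% to 37.5% and 17.1% to 20.1%. At least 10 exon reads were found for 3190, 7590, 3203, 3660 and 743 genes in aneurysms 4 to 8, and for 4187, 4225, 4044, 3676 and 2664 genes in circle of Willis samples 4 to 8.
For the comparison of both groups, total gene reads were scaled by TMM, genes with few reads were left out by edgeR's filterByExpr, and 7615 genes were tested by the quasi-likelihood method with Benjamini-Hochberg adjustment. The TMM factor of aneurysm 8 was 0.282, against 0.759 to 1.57 in the other 9 samples. The common biological coefficient of variation was 1.38. Counts were also simulated with a spread estimated over all samples regardless of group, which takes differences between the groups for spread. On these, the test recovered 4.08% of genes changed 4-fold, 25.4% of genes changed 16-fold and 71.1% of genes changed 64-fold, with 0 false calls among 6939 genes tested. The shares come from a single run and cover only changed genes that passed the filter, so that they are a rough guide.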

Among known receptors mediating the migration of neutrophils, *C5ar1* was then picked up as a factor significantly up-regulated in ruptured and rupture-prone IA lesions in both data sets. 

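C5ar1 encodes the receptor of the anaphylatoxin C5a and lies on chromosome 1 of Rnor6 from 78186775 to 78195328, with 2 annotated exons (ENSRNOG00000047800). Reads on its exons were found in 3 of the 5 rupture-prone aneurysms, with 285 in aneurysm 5, 263 in aneurysm 6 and 232 in aneurysm 7, and in 0 of the 5 circle of Willis samples. These 780 exon reads were at least 121-fold above the floor of 3 reads over the circle of Willis group, after TMM scaling. With intron reads included, the counts were 0, 421, 264, 518 and 1 in aneurysms 4 to 8 and 213, 16, 0, 1 and 0 in circle of Willis samples 4 to 8. Scaled to TMM-adjusted library sizes, this was 38.4 ± 42.9 CPM in the aneurysms (SD, n = 5) and 8.12 ± 16.2 CPM in the circle of Willis (SD, n = 5).

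**Figure D2:**
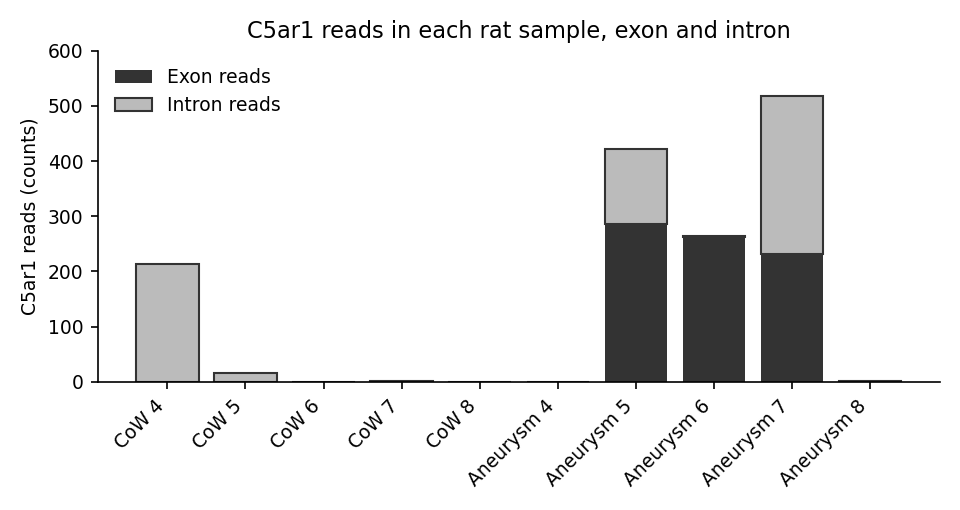
Reads of C5ar1 in each sample. Bars give the counts (vertical axis, starting at 0) in circle of Willis (CoW) and aneurysm samples 4 to 8, with exon reads in black and intron reads in grey. Exon reads are seen in aneurysms 5, 6 and 7, and the 213 reads of circle of Willis sample 4 all lie in the intron.

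The log2 fold change of C5ar1 was 2.23 (standard error 1.75, adjusted p = 0.999 from edgeR's quasi-likelihood test), and 3 of the 5 aneurysms lay above every circle of Willis sample. The difference did not exceed the spread between samples (two-sided exact permutation test of the mean CPM, p = 0.159, and of ranks, p = 0.214; for ranks of the exon reads alone, p = 0.167). Without circle of Willis sample 4, the log2 fold change was 5.36 (adjusted p = 0.681). The authors' deposited table, which compares the exon reads, lists C5ar1 with a fold change of 802.4, a p-value of 0.00438 and a p-value of 1 after FDR correction. Among the other receptors of neutrophil migration, the platelet-activating factor receptor gene Ptafr had a log2 fold change of 1.90 (standard error 1.51, adjusted p = 0.999 from the same test), with exon reads in aneurysm 5 alone (469 reads). The C3a receptor gene C3ar1, which was left out of the test because too few samples reached its count minimum, had 666 reads over 3 aneurysms and 1 read in the circle of Willis, a ratio of 468 (95% counting interval 83.6 to 18498), and 225 of its 226 exon reads were in aneurysm 5. Cxcr2 had 2 reads in all, and Ltb4r, Cxcr1, Fpr1, Fpr2 and Fpr3 had 0 reads in all 10 samples, so that a difference was not detectable at this depth. Of the 2 receptors tested, 0 passed, also when adjusted over the list alone, at an unadjusted p under 0.05 in edgeR, or with DESeq2 or limma-voom. From the tag counts of these receptors in this data set and in an earlier one (Fig. 1A), the paper states that C5ar1 was significantly up-regulated in both and picks it up among the receptors that mediate the migration of neutrophils.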

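Among the rupture-prone aneurysms, the 9 higher genes each spanned a wider range of log2 CPM than among the circle of Willis samples, and the 3 lower genes a narrower one. C5ar1 stood at 0, 38.8, 47.6, 105 and 0.791 CPM in aneurysms 4 to 8. Cd68, which encodes a lysosomal protein of macrophages, had 1, 3550, 2784, 246 and 3 reads in the same aneurysms and at most 1 read in each circle of Willis sample, a ratio of 2311 (95% counting interval 640 to 19090), and was left out of edgeR's test because too few samples reached its count minimum. Without the filter, Cd68 had a log2 fold change of 10.5 (standard error 1.47, adjusted p = 2.14e-09 from edgeR's quasi-likelihood test), a fitted value against 2 reads in the circle of Willis. An exact rank test of its CPM gave p = 0.0317. Spp1 stood at 37.8, 6395, 4197, 818 and 6.33 CPM in aneurysms 4 to 8 and at 0.846 to 16.2 CPM in the circle of Willis, and Col1a1 at 67.7, 15962, 11308, 3068 and 165 CPM in the aneurysms and at 6.23 to 209 CPM in the circle of Willis. Smooth muscle actin (Acta2), a marker of the media, stood at 48.8, 180.6, 227, 94.9 and 0 CPM in the aneurysms and at 16.0 to 58.9 CPM in the circle of Willis, a log2 fold change of 1.58 (standard error 0.99, adjusted p = 0.992 from edgeR).
Over the tested genes, log2 CPM of any 2 aneurysms correlated at 0.144 to 0.462 (median 0.331 over 10 pairs), and that of any 2 circle of Willis samples at 0.367 to 0.478 (median 0.413 over 10 pairs); these correlations are across genes, which are not independent replicates. Aneurysms 4 and 8 had a mean correlation with the other aneurysms of 0.318 and 0.243 and with the circle of Willis samples of 0.399 and 0.330. For aneurysms 5, 6 and 7, the mean correlations were 0.348, 0.320 and 0.360 with the other aneurysms and 0.281, 0.256 and 0.312 with the circle of Willis samples.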

The increase in the tag count of *C5ar1* was not observed in all of the rupture-prone IA samples, which is consistent with the fact that not all rupture-prone aneurysm rupture and that the histological features are diverse in aneurysm lesions^12,13^.

**Figure 1:**
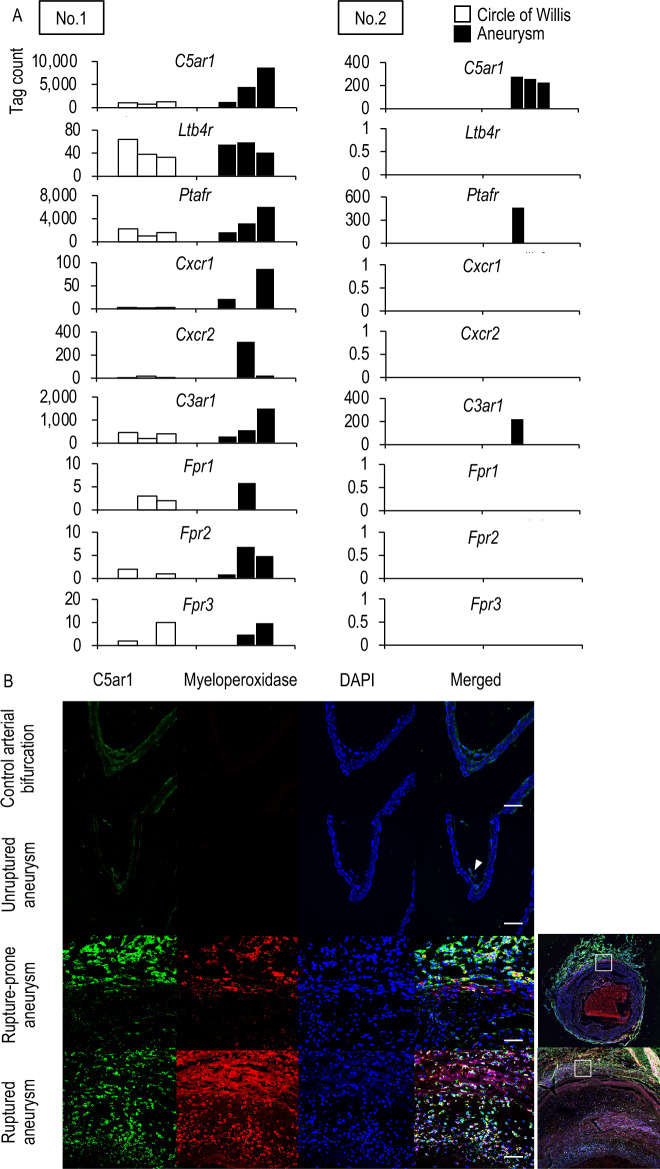
Induction of C5ar1 in rupture-prone or ruptured intracranial aneurysm lesions induced in rats. (**A**) The increase in tag count of *C5ar1* in specimens from intracranial aneurysms (IAs). Rupture-prone IA lesions, which have a high probability of rupture, or ruptured ones were induced in rats and the lesions (Aneurysm) accompanied with remaining portion of the circle of Willis (Circle of Willis) were harvested subjecting to comprehensive gene expression analyses. The tag count of each known factor mediating the migration of neutrophils like *C5ar1* from two-independent data sets is shown. The data presented in No. 1 (the left panel) were acquired from a previously deposited dataset (GEO accession: GSE161044) (n = 3 in each group), whereas that shown in No. 2 (the right panel) were from newly obtained samples in the present study (n = 5 in each group). Each bar indicates the actual tag count in each specimen. (**B**) Expression of C5ar1 in infiltrating neutrophils in IA lesions. IA lesions (Unruptured aneurysm which never ruptures, Rupture-prone aneurysm or Ruptured aneurysm) or control arterial bifurcations were harvested subjected to immunohistochemical analyses. The images of immunofluorescent staining of IA lesions for C5ar1 (green), a marker for neutrophils, Myeloperoxidase (red), nuclear staining by DAPI (blue), and merged images are shown. The arrowhead in the merged image of the unruptured aneurysm indicates the location of the aneurysm. Demagnified images of the rupture-prone and ruptured aneurysms are shown on the right. The squares in the demagnified images correspond to the area shown in the magnified images. Scale bar: 50 μm.

We next examined expression of C5ar1 protein in immunohistochemistry to corroborate the results from the comprehensive gene expression profile data. In control arterial walls or unruptured IA lesions which never rupture harvested from rats, the expression of C5ar1 was only weakly detected mainly on cells located at the most inner surface of arterial walls; endothelial cells and some other cells at the adventitia (Fig. 1B, Supplementary Fig. S1). Meanwhile, the expression of C5ar1 was clearly detected in both rupture-prone and ruptured IA lesions. Some signals for C5ar1 were co-localized with those for the neutrophil marker, Myeloperoxidase (Fig. 1B, Supplementary Fig. S1). Here noted that Myeloperoxidase-positive neutrophils express C5ar1 even before activated (Supplementary Fig. S2). Besides, the expression of C5ar1 in IA lesions was also detected at the adventitia negative for cell markers, such as Myeloperoxidase, CD 68 (i.e., a marker for macrophages), and smooth muscle α-actin (Supplementary Fig. S3). While there are no markers that are generally accepted as fibroblast-specific, mural cells that consist the majority of cellular components at the adventitia and form layers are known to be fibroblasts^14^. These findings thus suggest that the increased expression of C5ar1 in IA lesions originated from infiltrated neutrophils, which physiologically express C5ar1, and adventitial fibroblasts that induce C5ar1 in IA lesions.

### Up-regulated expression of *C5AR1* in human IA walls revealed by the comprehensive gene expression analyses and the protein expression of C5AR1 in human IA lesions

By analyzing comprehensive gene expression analysis data from human specimens we previously obtained by RNA-sequencing (ID number #PRJNA553307 at http://www.ncbi.nlm.nih.gov/bioproject)^8^, the induction of *C5AR1* in IA lesions compared with those in control arterial walls (superior temporal artery) was reproduced also in human specimens (Fig. 2A) as in animal models (Fig. 1A). Here noted that the increase in the tag count of *C5AR1* is not necessarily observed in all of the human IA lesions analyzed, suggesting the heterogeneous nature of human IA lesions, which is consistent with a previously published study by Frösen et al.^13^.

**Figure 2:**
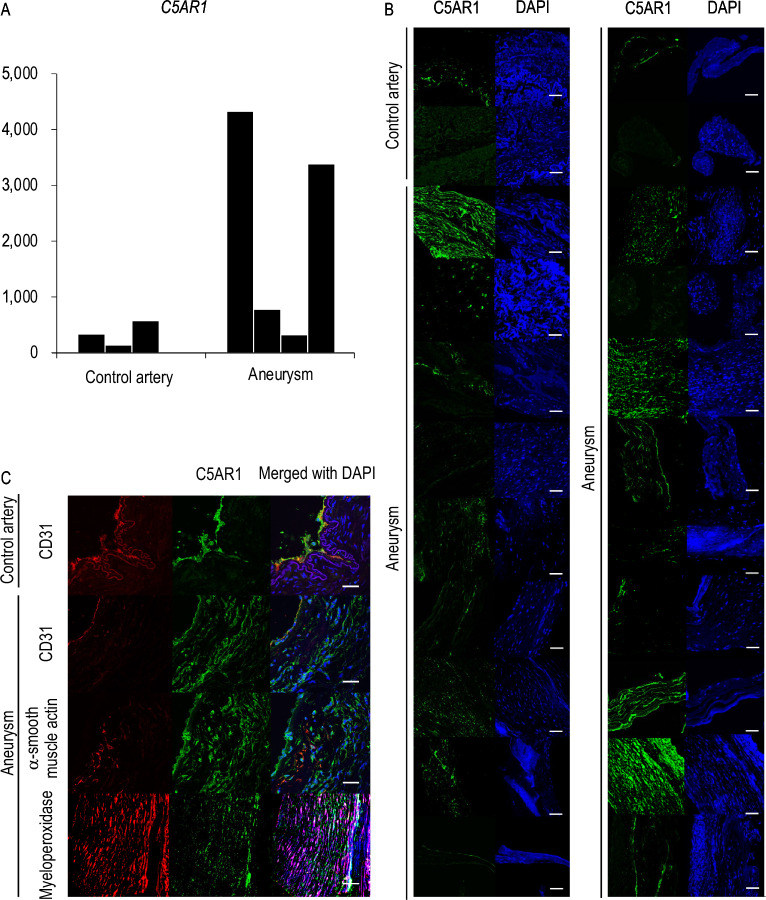
Up-regulation of C5AR1 in human intracranial aneurysm lesions. (**A**) The increase in tag count of *C5AR1* in human intracranial aneurysm (IA) lesions. IA lesions (Aneurysm, n = 4) or control arterial walls (Superficial temporal artery, n = 4) were harvested subjecting to comprehensive gene expression analyses. The tag count of *C5AR1* from acquired data sets is shown. Each bar indicates the actual tag count in each specimen. (**B**) Expression of C5AR1 in IA lesions. IA lesions (Aneurysm) or control arterial walls (Superficial temporal artery) were harvested subjected to immunohistochemical analyses. The images of immunofluorescent staining of control arterial walls or IA lesions for C5AR1 (green), nuclear staining by DAPI (blue), and merged images are shown. Scale bar: 50 μm. (**C**) Immunohistochemical analyses investigating cell types expressing C5AR1 in IA lesions. The images of immunofluorescent staining of control arterial walls (Superficial temporal artery) or IA lesions for C5AR1 (green), a marker for endothelial cells, CD31 (red), a marker for smooth muscle cells, α-smooth muscle actin (SMA, red), a marker for neutrophils, Myeloperoxidase (red), and merged images with nuclear staining by DAPI (blue) are shown. Scale bar: 50 μm.

We further performed immunohistochemistry to corroborate that the increase of mRNA expression indeed reflected protein expression in human lesions. We examined the immunohistochemistry of C5AR1 in 20 IA lesions and control arterial walls (superior temporal artery) obtained from a patient population different from that recruited in the RNA-seq experiment shown in Fig. 2A. The expression of C5AR1 was only weakly detected in control arterial walls (Fig. 2B, Supplementary Fig. S1), which was mainly on CD31-positive endothelial cells (Fig. 2C, Supplementary Fig. S1). Its expression could be consistently observed also in human IA walls (Fig. 2C, Supplementary Fig. S1), but in some lesions the expression in endothelial cells was reduced presumably due to damage and loss of endothelial cells (Fig. 2C, Supplementary Fig. S1). Although the expression of C5AR1 in human IA lesions varied among lesions, in some IA lesions, the signals for C5AR1 staining could be detected in some other types of cells than endothelial cells, including myeloperoxidase-positive neutrophils and cell marker-negative cells at the adventitia, which are presumably fibroblasts (Fig. 2B,C, Supplementary Fig. S1)^14^. The diversity of the staining patterns of C5AR1 in human IAs may be responsible for the heterogeneity of human IA lesions previously presented by Frösen et al.^13^.

These results combined together indicate the increase in C5AR1 expression is associated with infiltrated neutrophils, which physiologically express C5AR1, and adventitial fibroblasts that induce C5AR1 in IA lesions, which are consistent with findings in rat IA lesions.

### Potential mechanisms to induce C5ar1 expression in rat IA lesions

The molecular mechanisms to induce C5ar1 in IA lesions were next examined in in vitro experiments. In these experiments, we chose the NIH3T3 cell line, a mouse fibroblast-like cell line, because C5ar1 was thought to be induced in adventitial fibroblasts in IA lesions. Meanwhile, we did not select cell lines of inflammatory cells in these investigations because inflammatory cells physiologically express C5ar1 at a high level and thus are thought to be unsuitable for investigating the mechanisms of C5ar1 induction. The starvation achieved by depletion of serum from culture media significantly induced the transcriptional expression of C5*ar1* when applied to cells (Fig. 3A). Here, mammalian target of rapamycin (mTOR) signaling is representatively nutrition-sensitive and mediates growth factor signaling^15,16^. Because the selective mTOR inhibitor, Torin1^17^, could mimic the effect of the starvation on the expression of C5*ar1* at the dose- and the duration-dependent manner (Fig. 3B) and also on the phosphorylation of the downstream factor of mTOR signaling, p70 S6 kinase (S6), in western blot analyses in PDGF-BB pre-treated cells (Fig. 3C, Supplementary Fig. S4), the suppression of the mTOR signaling activity was indicated to be a possible mechanism regulating the induction of C5*ar1* in rupture-prone IA lesions. Furthermore, the immunohistochemistry for C5ar1 and the phosphorylated form of S6, which indicates the activation of the mTOR signaling cascade, was done in rupture-prone IAs of rats. The signals for C5ar1 and phosphorylated form of S6 were segregated (Fig. 3D), which is consistent with the results from in vitro experiments.

**Figure 3:**
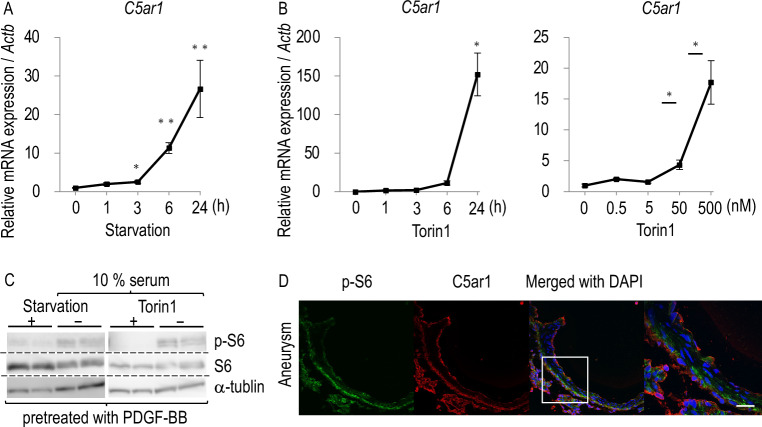
Potential role of mTOR pathway in the transcriptional induction of *C5ar1* in intracranial aneurysm lesions. (**A**) Up-regulation of *C5ar1* under starved condition in NIH3T3 cells. NIH 3T3 cells were cultured without serum (Starvation) for indicated period. Total RNA was then purified from treated cells subjected to quantitative RT-PCR analyses to examine the induction of *C5ar1*. Data represents as mean ± s.e.m (n = 8 in each group). Statistical analysis was done by the Kruskal–Wallis test followed by the Steel test, 0 h as the control. *p < 0.05, **p < 0.01. (**B**) Up-regulation of *C5ar1* in the selective mTOR inhibitor Torin1 treated-NIH3T3 cells. NIH 3T3 cells were cultured with Torin1 (250 nM, 0–24 h in the left panel; 0–500 nM, 24 h in the right panel). Total RNA was then purified from treated cells subjected to quantitative RT-PCR analyses to examine the induction of *C5ar1*. Data represents as mean ± s.e.m (n = 6 in each group). Statistical analysis was done by the Kruskal–Wallis test followed by the Steel test, 0 h as the control, in the left and by the Steel–Dwass test in the right panel. *p < 0.05. (**C**) Suppression of the phosphorylation in S6 under the starved condition or the treatment with Torin1. NIH3T3 cells pre-treated with PDGF-BB (100 ng/ml, 30 min) were cultured under the starved condition without serum (24 h) or the treatment with Torin1 (500 nM, 1 h). Total cell lysates were then prepared subjected to western blot analyses. The representative images from western blot analyses for phosphorylated form of S6 (p-S6) or S6 are shown. The immunoblot for α-tubulin were served as an internal control. (**D**) The images of immunofluorescent staining of rat intracranial aneurysm lesions for phosphorylated form of S6 (p-S6) (green), C5ar1 (red), and merged images with nuclear staining by DAPI (blue) are shown. The magnified image corresponding to the square in the left panel is shown in the right panel. Scale bar: 50 μm.

### Co-localization of C5AR1 and C5a/C5a des-arg

Next, to clarify whether C5AR1 cascade may function in in vivo and thereby to support the potential involvement of C5AR1 signaling cascade in human IA pathogenesis, the expression of C5a, a ligand for C5AR1, was examined in immunohistochemistry. Intriguingly, most cells positive for C5AR1 staining were also positive for immunostaining using the antibody specifically recognizing its ligand C5a and also C5a des-arg, a derivative of C5a due to the deletion of arginine residue, in human IA lesions (Fig. 4A, Supplementary Fig. S1). As in human lesions, the signals for C5ar1 were well co-localized with those for C5 in rupture-prone IA lesions induced in rats (Fig. 4B, Supplementary Fig. S1). these findings indicate that the C5a–C5AR1 signaling may promote IA pathogenesis in humans and rats.

**Figure 4:**
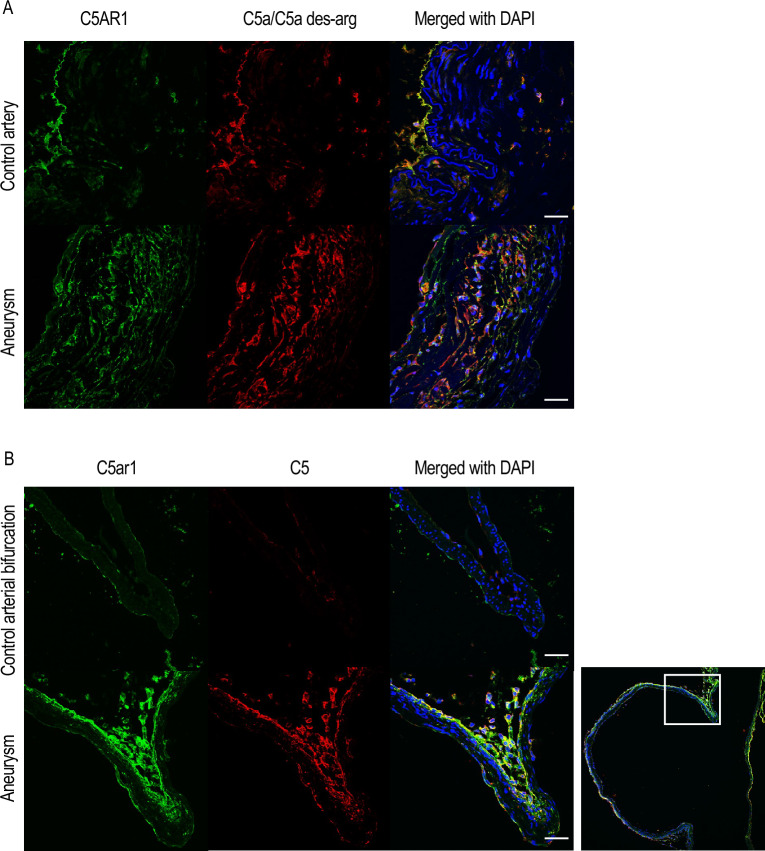
The co-expression of C5AR1 and its ligand C5a in intracranial aneurysm lesions. Specimens of intracranial aneurysm (IA) lesions (Aneurysm) or control arterial walls (Superficial temporal artery in (**A**), Anterior cerebral artery-olfactory artery bifurcation in (**B**)) from human cases (**A**) or rats (**B**) were harvested and examined in immunohistochemistry. The representative images of immunofluorescent staining of IA lesions for C5AR1 (green), C5a/C5a des-arg (red in (**A**)), C5 (red in (**B**)), and merged images with nuclear staining by DAPI (blue) are shown. A demagnified image of lower panels in (**B**) is shown on the right. The square in the demagnified image corresponds to the area shown in the magnified images. Scale bar: 50 μm.

### Tissue-type plasminogen activator (tPA)-plasmin cascade as a putative upstream of C5a production in IA lesions of rats

The upstream signaling cascade to release C5a from C5 in situ was next examined because a factor releasing C5a could be a therapeutic target considering the potential role of the C5a–C5AR1 axis as a node to trigger the rupture of IA lesions. Whether the complement cascade functions to produce C5a was first examined in immunohistochemistry for C3 as an upstream of C5a production and the complement membrane attack complex (MAC) consisting of C5b-C9 as a downstream of the complement cascade. In control arterial walls, only the deposition of C5b-C9 complex could be observed at the adventitia (Supplementary Fig. S5). In IA lesions, neither the accumulation of C3 nor the deposition of C5b-C9 complex was present (Fig. 5), suggesting the presence of another cascade to release C5a from C5 in the lesions. Before we proceeded to investigate an alternative mechanism cleaving C5 to generate C5a other than complement cascades in rat IA lesions, we verified a positive control of the complement cascade activation in immunohistochemistry using the tissue section from anti-Thy-1.1-induced glomerulonephritis model, which is a representative disease caused by complement activation (Fig. 5B).

**Figure 5:**
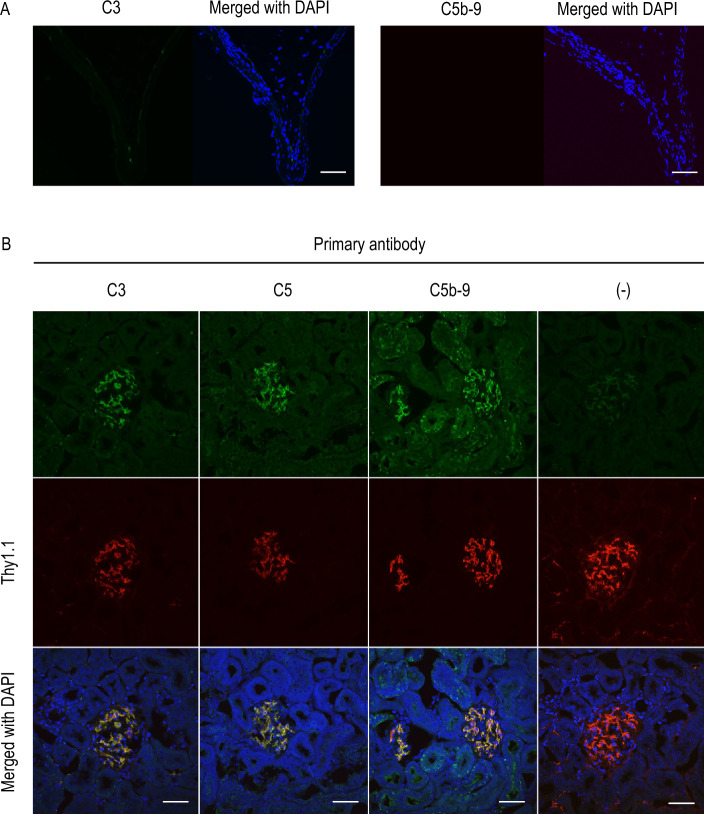
The absence of the deposition of complement C3 or C5b-9 complex in intracranial aneurysm lesions. (**A**) Intracranial aneurysm (IA) lesions induced in rats were harvested subjected to immunohistochemical analyses. The images of immunofluorescent staining of IA lesions for C3 (green in the left panel), C5b-9 (green in the right panel), and merged images with nuclear staining by DAPI (blue) are shown. Scale bar: 50 μm. (**B**) The deposition of complement C3, C5 or C5b-9 complex in the kidney from the anti-Thy1.1-induced glomerulonephritis model of rats. Glomerulonephritis was induced in rats by the injection of anti-Thy1.1 antibody, and the kidney was harvested subjected to immunohistochemical analyses. The images of immunofluorescent staining of kidney with glomerulonephritis for C3 (green), C5 (green), C5b-9 (green), Thy1.1 (red), and merged images with nuclear staining by DAPI (blue) are shown. The images from immunostaining without the primary antibodies are also shown as a negative control. Scale bar: 50 μm. This experiment was done to validate the specificity of antibodies used in (**A**).

Referencing the previous report demonstrating the enzymatic cleavage of C5 to release C5a by Plasmin^18–20^, we next examine the presence of Plasminogen and tPA, which generates Plasmin from Plasminogen, in IA lesions. We then confirmed the co-localization of tPA and Plasminogen in same cells in lesions (Fig. 6A, Supplementary Fig. S1). Most signals for C5a/C5a des-arg was indeed co-localized with those for tPA (Fig. 6B, Supplementary Fig. S1). The Plasmin-dependent enzymatic cleavage of C5a from C5 was further confirmed in a cell-free system using recombinant C5 protein and the exogenous recombinant Plasmin (Fig. 6C, Supplementary Fig. S6). In addition, the role of tPA-Plasmin cascade, so-called coagulation-fibrinolysis cascade, to produce C5a in IA lesions as supported in immunohistochemistry was again indicated by comprehensive gene expression analysis, which demonstrated the alternation of the coagulation-fibrinolysis cascade in IA lesions (Fig. 6D).

**Figure 6:**
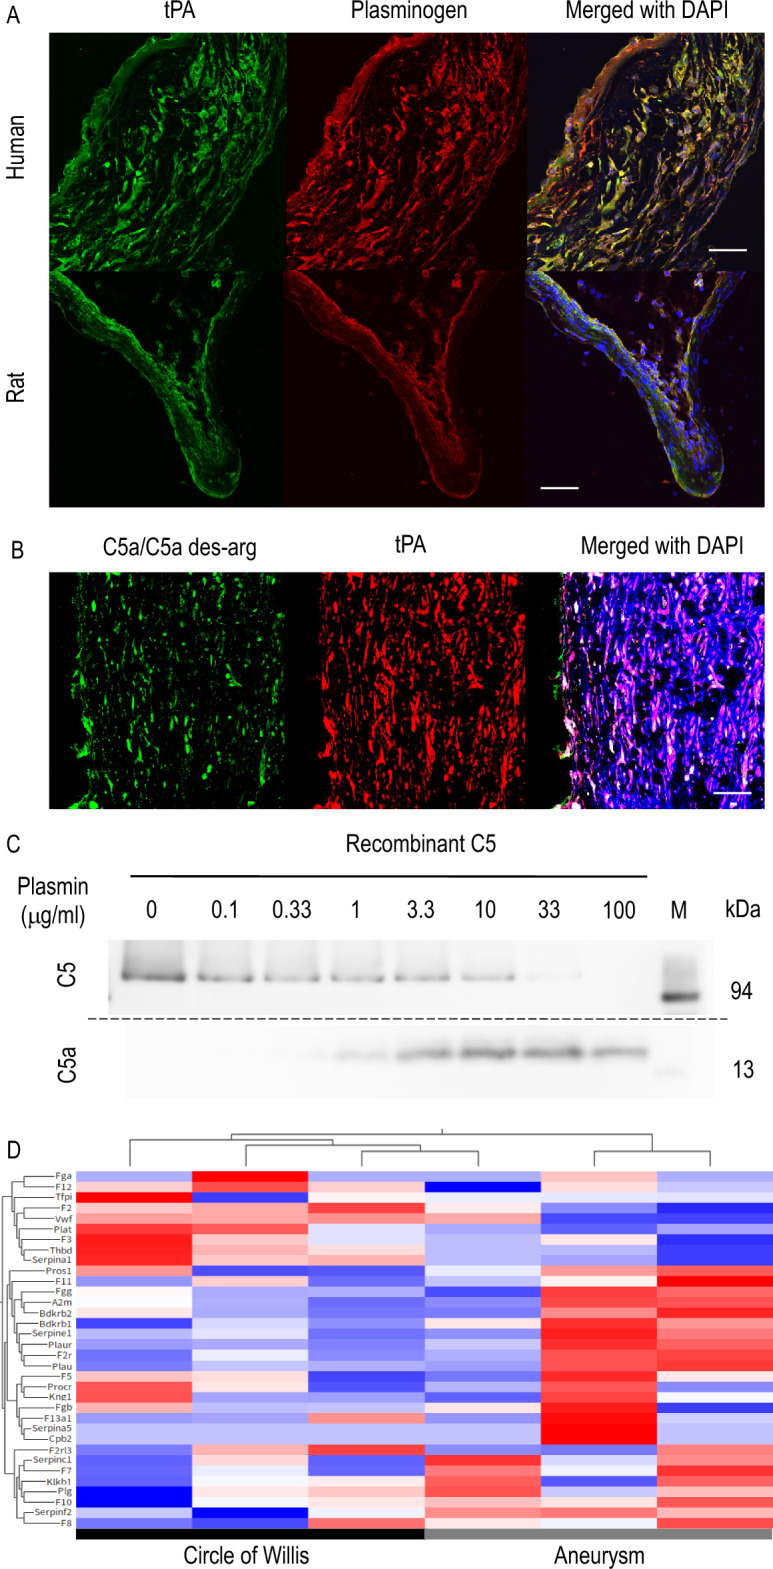
Tissue-type Plasminogen Activator as an up-stream factor to produce C5a from C5. (**A**) The expression of tissue-type Plasminogen Activator (tPA) and Plasminogen in intracranial aneurysm (IA) lesions. IA lesions from human cases or induced in rats were harvested subjected to immunohistochemical analyses. The images of immunofluorescent staining of IA lesions for tPA (green), Plasminogen (red), and merged images with nuclear staining by DAPI (blue) are shown. Scale bar: 50 μm. (**B**) Co-expression of tPA with C5a in IA lesions. Human IA lesions were harvested subjected to immunohistochemical analyses. The images of immunofluorescent staining of IA lesions for C5a/C5a des-arg which is the derivative of C5a (green), tPA (red), and merged images with nuclear staining by DAPI (blue) are shown. Scale bar: 50 μm. (**C**) Enzymatic cleavage of C5 into C5a by Plasmin. Recombinant C5 (100 μg/ml) was co-incubated with each dose of recombinant Plasmin as indicated (0–100 μg/ml) for 1.5 h in a cell-free system. The incubation mixture was subjected to western blot analyses. The representative images from the western blot analyses to detect C5 or C5a are shown. M; size marker. (**D**) The alternation in the coagulation-fibrinolysis system in IA lesions of rats. The heat map of genes related with the coagulation-fibrinolysis system from the comprehensive gene expression profile data set (GEO accession: GSE161044) is shown.

### Effect of C5a on inflammatory responses in cultured cells

The effect of C5a on inflammatory responses was examined using cultured PMA-primed U937 cells, a human macrophage-like cell line. We chose PMA-primed U937 cells in these experiments because inflammatory cells physiologically express C5AR1 and thus are suitable for investigating inflammatory responses to C5a. In this in vitro study, *TNF* (a gene for TNF-α), *IL1B* (IL-1β) and *PTGS2* (a gene for Cyclooxygenase-2; COX-2) were selected as representative genes reflecting inflammatory responses in situ because previous studies have clarified the crucial contribution of these factors to the pathogenesis of IAs^21–26^. The addition of recombinant C5a induced the expressions of *TNF*, *IL1B* and *PTGS2* at the dose- and the duration-dependent manner (Fig. 7A,B). Here, because the selective antagonist for C5AR1, W54011^27^, could interfere the effect of C5a on the pro-inflammatory gene expression to the level without stimulation (Fig. 7C), above effect of C5a was mediated by C5AR1. To evaluate the potential contribution of the C5a–C5AR1 signaling cascade to the expression of these pro-inflammatory factors in IA lesions, the expression of C5ar1, TNF-α, IL-1β and COX-2 in IA walls induced in rats was examined in immunohistochemistry. The signals for pro-inflammatory factors were well co-localized with ones for C5ar1 (Fig. 7D, Supplementary Fig. S1).

**Figure 7:**
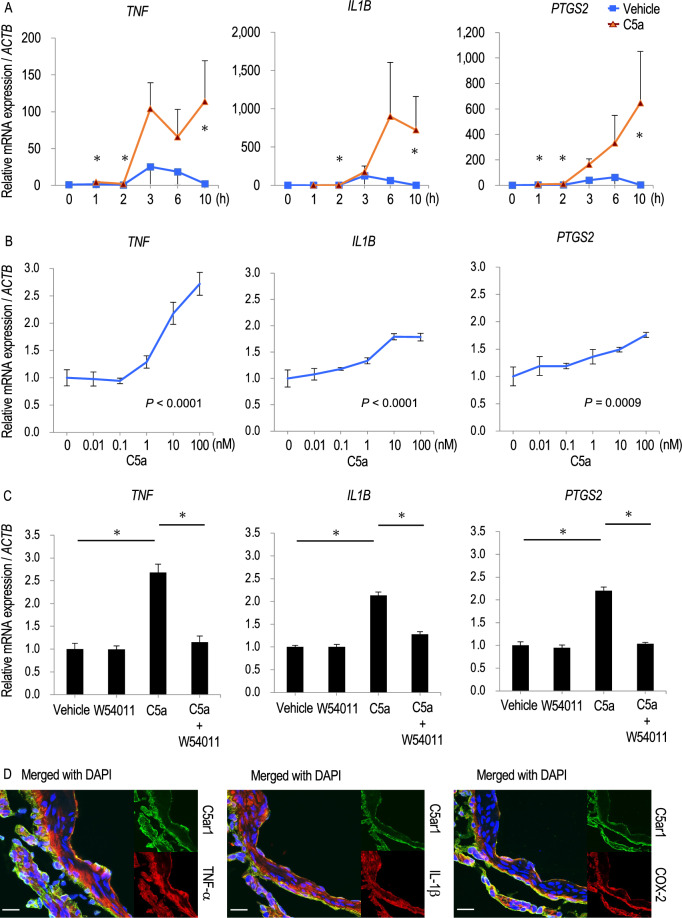
C5a–C5AR1 signaling cascade-dependent induction of pro-inflammatory factors. (**A**–**C**) The C5a–C5AR1 signaling cascade-dependent induction of pro-inflammatory genes in phorbol myristate acetate-primed cell line from human case with diffuse histiocytic lymphoma, U937 cell line. Cells were treated with recombinant C5a as indicated in the panels (0–10 h in (**A**), 0–100 nM in (**B**), 10 nM and 10 h in (**C**). Some cells were pre-treated with the selective C5AR1 inhibitor, W54011 (300 nM, 30 min) prior to the treatment with recombinant C5a. Total RNA was then purified from treated cells subjected to quantitative RT-PCR analyses to examine the induction of *TNF* (a gene for TNF-α), *IL1B* or *PTGS2* (a gene for COX-2; cyclooxygenase-2). Data represents as mean ± s.e.m ((**A**), n = 4; (**B**,**C**), n = 6). Statistical analysis was done by the Wilcoxon rank sum test in (**A**), the Kruskal–Wallis test followed by the Steel–Dwass test in (**B**,**C**). *p < 0.05. (**D**) Co-expression of C5a with pro-inflammatory factors in intracranial aneurysm (IA) lesions. IA lesions induced in rats were harvested subjected to immunohistochemical analyses. The images of immunofluorescent staining of IA lesions for C5ar1 (green), TNF-α (red), IL-1β (red), COX-2 (red), and merged images with nuclear staining by DAPI (blue) are shown. Scale bar: 50 μm.

## Discussion

In the present study, we have identified that the C5a–C5AR1 axis may be a potential signaling cascade promoting the pathogenesis of IAs. The up-regulations of C5AR1/C5ar1 in human/rat IA lesions were indicated to stem from at least two different cellular components, i.e., infiltrated neutrophils, which physiologically express C5ar1, and adventitial fibroblasts that induce C5ar1 in IA lesions. Besides, the expression of C5AR1/C5ar1 and its ligand were co-localized in immunohistochemistry. Considering the role of neutrophils in the pathogenesis of IAs, the C5a–C5AR1 axis may function for recruiting neutrophils and provoking inflammation, which exaggerates the process leading to the rupture of IAs^4^. In addition, induction of C5AR1 occurred in mural cells such as fibroblasts, and thereby inflammation in IA lesions may be further boosted by the C5a–C5AR1 signaling in these mural cells. Therefore, the C5a–C5AR1 axis could be a therapeutic target to prevent the rupture of IAs. Intriguingly, induction of C5ar1 was demonstrated by starvation or the inhibition of mTOR signaling, which could occur in the microenvironment of inflammation by the increase in the energy demand.

In the present study, we have not detected the presence of the complement C3 and the complement complex C5b-9 in rat IA lesions, but instead identified the induced expression of tPA and Plasminogen in in vivo*.* Plasmin-dependent cleavage of C5 into C5a in a cell-free system was also confirmed. These findings suggested the production of C5a under the regulation by the coagulation-fibrinolysis system. Therefore, tPA may trigger C5a-related events, such as neutrophil recruitment and inflammatory responses, by converting Plasminogen into Plasmin and drive the pathogenesis leading to rupture of IAs. Thereby, tPA itself and also the machineries to induce tPA expression could be the key to distinguish rupture or rupture-prone lesions from many stable ones. The past study reported the induction of tPA in cultured endothelial cells upon turbulent flow loading^28^ and our study have consistently clarified the induced expression of tPA in endothelial cells in lesions. Considered with the results from computational fluid dynamic studies demonstrating the association of turbulent flow with aneurysm progression^29–33^, turbulent flow-induced tPA in addition to the inflammation may also mediate molecular events leading to rupture of lesions. These findings, including ours, indicating tPA-dependent progression of IAs are supported by a previously published study using an elastase-induced IA model in mice^34^, which showed that tPA was induced in IA lesions and promoted IA rupture^35^.

In the context of SAH, the involvement of C5a cascade in brain injury after the onset of SAH has been clarified^36^. Based on the findings from these studies, a randomized, open-label, Phase II clinical trial has been done to assess the effect of the antibody targeting C5, Eculizumab, on the production of C5a, adverse events, ischemic events or the clinical outcome^37^. Because of the nature of complement system as the innate system to rapidly response to external stimuli, this system might be similarly involved in microenvironment with inflammatory responses although the triggering factor to drive the complement system is presumably different between IAs and SAH. In the prevention of the enlargement or the rupture of intracranial aneurysms, the specific antibody for C5a might be applicable.

There are several limitations in the present study. First, the present study lacks experimental evidence supporting a causal relationship between the C5a–C5AR1 axis and the rupture of IA lesions. Second, the lack of C3 and C5b-9 in rat IA lesions in the present study was different from the findings in previous studies investigating human IA samples^38,39^. According to the present study, C5 in rat IAs was thought to be cleaved by alternative mechanisms other than complement cascades, such as by plasmin. Meanwhile, in humans, C5 may also be cleaved to generate C5a through complement cascades^38,39^. Although the findings in humans and rats were similar in that the C5AR-C5a axis may promote IA pathogenesis, the potential differences in the mechanisms underlying the cleavage of C5 between species were not addressed in this study. Third, differences in sex and surgical manipulations between the rupture-prone and non-rupture-prone models could not be addressed. The right external carotid artery and pterygopalatine artery are also ligated in addition to the left common carotid artery in the rupture-prone model. We could not answer about the potential impact of these factors on the observed difference in the C5a–C5ar1 axis between the two models.

In conclusion, in the present study, we have examined potential factors mediating the infiltration of neutrophils into IA lesions based on the recent experimental findings demonstrating the crucial role of neutrophils in the rupture of IAs. The C5a–C5ar1 axis was then identified as the candidate. Expression of C5AR1/C5ar1 is upregulated both in human and rat IA lesions, which originates from infiltrated neutrophils, which physiologically express C5AR1/C5ar1, and adventitial fibroblasts that induce C5AR1/C5ar1 in IA lesions. In IA lesions, C5a can be produced via cleavage by Plasmin in the coagulation-fibrinolysis pathway. We acknowledge that the most cardinal limitation in the present study is the lack of data showing the causal relationships between the up-regulation of C5AR1 and the progression of IAs. Nevertheless, our study demonstrates observational evidence indicating that the C5a–C5AR1 axis may be a therapeutic target to prevent the rupture of IAs.

### Supplementary Information

Supplementary Figure S1.

Supplementary Figure S2.

Supplementary Figure S3.

Supplementary Figure S4.

Supplementary Figure S5.

Supplementary Figure S6.

Supplementary Legends.

## Data Availability

All data generated or analysed during this study are included in this published article and its Supplementary Information files.

# Supplementary material for: C5a–C5AR1 axis as a potential trigger of the rupture of intracranial aneurysms
**Source:** Sci Rep. 2024 Feb 7;14:3105. doi: 10.1038/s41598-024-53651-7

C5ar1

CD68

Merged with DAPI

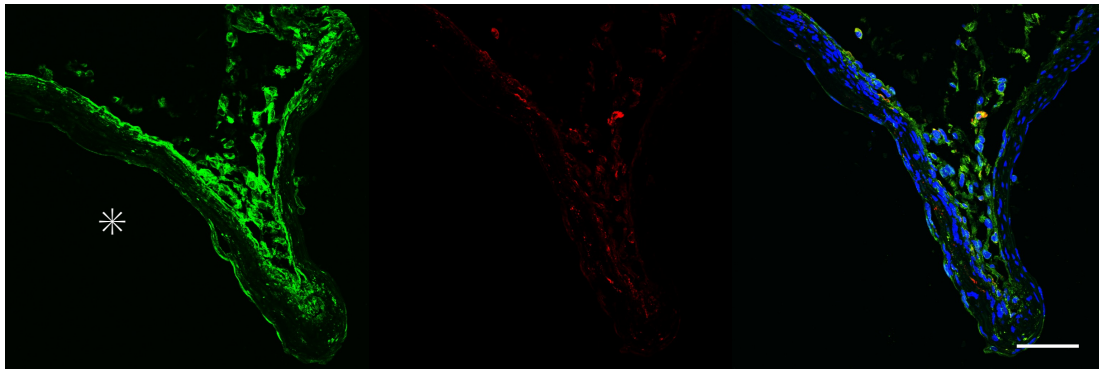

C5ar1

Myeloperoxidase

Merged with DAPI

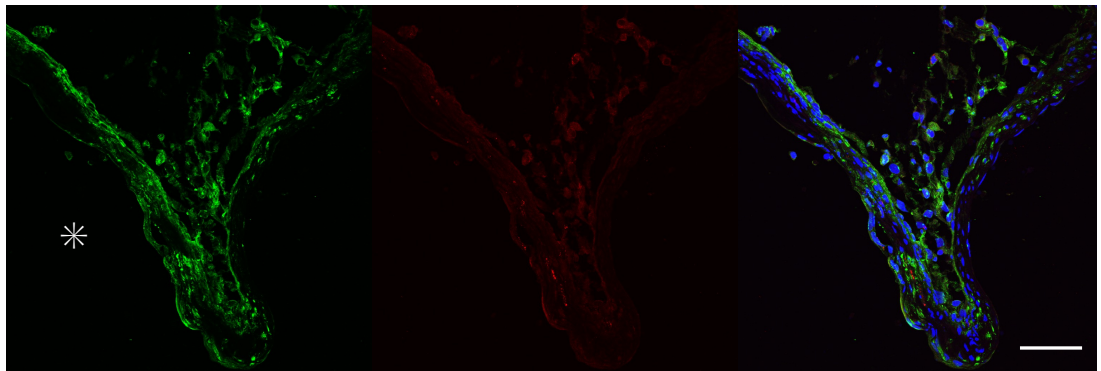

C5ar1

α -smooth muscle actin

Merged with DAPI

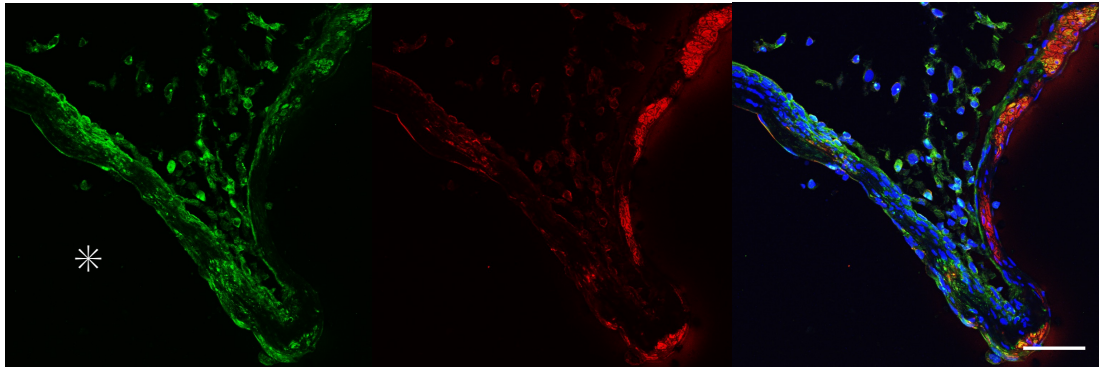

**Supplement:** Supplementary file 3 — Supplementary Figure S3.

# Supplementary material for: C5a–C5AR1 axis as a potential trigger of the rupture of intracranial aneurysms
**Source:** Sci Rep. 2024 Feb 7;14:3105. doi: 10.1038/s41598-024-53651-7
**Supplement:** Supplementary file 7 — Supplementary Legends.

**Figure Legends**

**Supplementary Fig. S1. The negative control experiments in immunohistochemistry.**

The representative images of immunohistochemistry without a primary antibody as indicated are shown. Scale bar: 50 μm.

**Supplementary Fig. S2. Expression of C5ar1 on neutrophils in the spleen.**

The spleen was harvested and subjected to immunohistochemical analyses. The images of immunofluorescent staining for C5ar1 (green), the marker for neutrophils, Myeloperoxidase (red), nuclear staining by DAPI (blue), and merged images are shown. Immunohistochemistry without a primary antibody is served as an internal control. Scale bar: 10 μm.

**Supplementary Fig. S3.** Expression of C5ar1 in rupture-prone IA lesions of rats. The images of immunofluorescent staining of IA lesions for C5ar1 (green), a marker for macrophages, CD68 (red), a marker for neutrophils, Myeloperoxidase (red), a marker for neutrophils, Myeloperoxidase (red) , a marker for smooth muscle cells, α-smooth muscle actin (SMA, red), nuclear staining by DAPI (blue), and merged images are shown. The asterisks in the left panels indicate the luminal side of the aneurysm. Scale bar: 50 μm.

**Supplementary Fig. S4. The effect of the starved condition or Torin1 on the phosphorylation of S6.**

NIH3T3 cells pre-treated with PDGF-BB (100 ng/ml, 30 min) were cultured under the starved condition without serum (3, 9, and 24 h) or the treatment with Torin1 (300 nM, 30 min; 3, 9, and 24 h). Total cell lysates were prepared subjected to western blot analyses. The raw images of full membranes from western blot analyses for phosphorylated form of S6 (p-S6), S6, or α-tubulin used in Fig. 3C are shown. Information about the presence or absence of starved condition or the treatment with torin1 and the time course of the experimental data is presented at the bottom. M; size marker.

**Supplementary Fig. S5. Accumulation or deposition of complements in control arterial walls.**

Anterior cerebral-olfactory artery bifurcation in rats were harvested and subjected to immunohistochemical analyses. The images of immunofluorescent staining of IA lesions for C3 (red in the upper panel), C5b-9 (red in the lower panel), and merged images with nuclear staining by DAPI (blue) are shown. Immunohistochemistry without a primary antibody is served as an internal control. Scale bar: 50 μm.

**Supplementary Fig. S6. Enzymatic cleavage of C5 into C5a by Plasmin.**

Recombinant C5 (100 ug/ml) was co-incubated with each dose of recombinant Plasmin as indicated (0~100 ug/ml) for 1.5 h in a cell-free system. The incubation mix was subjected to a western blot analysis. The image of the full membrane used in Fig. 6C is shown. The arrows indicate the part of the image stripped for Fig. 6C. M; size marker.

How the deposited data were processed for this re-analysis (not part of the article)

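Poly(A)-selected RNA of 5 rupture-prone intracranial aneurysms and of 5 samples of the remaining circle of Willis, taken from rats on day 63 after surgery, was sequenced by the authors. The groups and sample numbers (4 to 8 in each group) were taken from the sample labels and the paper. The paper says that both tissues came from the same animal but not that a shared number marks the animal, and no source used here says whether each number is a separate animal, so that p-values measure the spread between these samples. No pair of samples within a group differed by as little as sampling noise (chi-square per degree of freedom 60.9 or more), so that all 10 were kept as separate samples.

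The authors mapped the reads to the rat genome Rnor6 with CLC genomics workbench (version 11) and compared the groups with its RNA-Seq tool, which the paper describes as similar to DESeq and edgeR. The strand setting, the handling of duplicate reads and the annotation release are not given in the sources used here. The deposited table holds 22081 genes, 0 of them without a name, and 0 columns of samples that could not be matched. Its counts, which the authors did not normalize, are total and unique gene reads, total and unique exon reads, intron reads and reads across exon junctions; gene reads equal exon plus intron reads for every gene and sample, and the column of expression values equals the exon reads. The authors' normalized expression values are a signal with the same distribution in every sample, and their column named RPKM is a signal as well, since it equals the exon reads divided by a constant for each sample (8.26 to 14.4) with no division by gene length; neither was used in a test. The deposited comparison gives for each gene a p-value, an FDR-corrected p-value and a signed fold change, which was treated as a score. Over genes with exon reads, this fold change had a Spearman correlation of 1.0 with the log2 fold change of edgeR on unfiltered exon reads.

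Total gene reads were analysed in R (4.3.3) with edgeR (4.0.16), limma (3.58.1) and DESeq2 (1.42.0). Tables were read in Python (3.11.15) with pandas (2.3.3) and numpy (2.4.6), and plots were drawn with matplotlib (3.10.9). Genes were filtered with filterByExpr (count minimum 10), which left 7615, libraries were scaled by TMM, and the groups were compared by the quasi-likelihood test with Benjamini-Hochberg adjustment and a threshold of 0.05. CPM values use the TMM-scaled library sizes, and log2 CPM used a prior count of 2. Single genes were also compared by two-sided exact permutation tests over all splits of 5 against 5 samples, for which the smallest p is 0.00794. Gene lists (28 lists, of which 19 had at least 3 tested members) were tested with limma camera at a preset correlation of 0.01 and with an estimated correlation, and with fry. Where a group had 0 reads, a ratio was taken against a floor of 3 reads over the group, and with 1 to 3 reads a 95% exact binomial counting interval was given; intervals and floors cover counting error only. Coordinates are those of the deposited table.

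The fit was tested on simulated counts drawn with the means and library sizes of these samples. Their spread was estimated over all samples regardless of group, so that differences between the groups entered it. Each setting was simulated in a single run, and recovery was counted among changed genes that passed the filter. With no gene changed, 0 of 6858 genes were called; with a dispersion of 0.05, 100% of the changed genes were recovered at each of the fold changes 4, 16 and 64, with 8 false calls among 7614 genes.

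Genes were named by a rule fixed in advance: the receptors and other genes that the paper measures; genes past the threshold with a mean of at least 1 CPM and the same direction in every difference between samples of the same number, up to 10 in each direction (8 genes met this); and up to 4 members of each list with the lowest p, of which the text gives those of the lists it describes; some of these genes are not reported here. Grm5 passed the test but falls outside this rule and was named after its values were seen. The 19 alternatives fixed beforehand covered DESeq2, 2 other scalings, 2 other filters, 2 other tests, the sample number as a block, unique reads, and leaving out each of the 10 samples. The 5 alternatives added after the data were seen were exon reads with and without the filter, the fit without mitochondrial genes and AABR07000398.1, a filter of 10 reads in at least 3 samples, and the fit without both samples numbered 8. Alternatives on a pseudocount were not needed, since counts were deposited. The paper names the Wilcoxon rank-sum test for comparisons of 2 groups in general and does not say in its text whether it was applied to the tag counts. The human data, the staining and the cell experiments of the paper, and the earlier rat data set of Fig. 1A (No. 1), were not analysed here.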

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

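The tests on genes of like level, on S100a8 and S100a9 and on macrophage markers were chosen after the results were seen. So were those on other brain cell markers and on scaling. The tests at equal numbers of reads concern a sample singled out by its values in these data. Their version without mitochondrial genes also drops a gene singled out in these data. The tests on other splits of the samples were not chosen after the results were seen.

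Genes that the paper does not discuss were higher in the aneurysms than in the circle of Willis. Their log2 fold changes were 8.43 for Spp1, 6.79 for Hmox1, 6.47 for Lyz2, 6.21 for Col3a1, 6.15 for Gpnmb, 5.97 for Col1a1, 5.33 for Bgn and 3.58 for Apoe, and reads of LOC100361543 were 1142 times those in the circle of Willis (95% counting interval 205 to 45122). In 100 of the 126 splits of the 10 samples into 5 and 5, the real one included, 2 gave at least 12 changed genes, with 23 in the other one. Few splits reached the real count, but this cannot exclude chance. The other split gave more genes, and the splits ignore that both tissues came from the same animal. The count also hung on single samples. It was 1 without circle of Willis 8, 2 without circle of Willis 6 or 7 or aneurysm 5 or 6, 4 without circle of Willis 5 and 33 without aneurysm 8. These fits also tested more genes than the 7615 of the main fit, with 8531 without circle of Willis 8 and 8818 without aneurysm 8. The same number of splits, 2 of 100, gave an adjusted p from camera, at the preset correlation, as low as the real one for the list of the extracellular matrix (9.69e-09, lowest other 4.35e-09), for the macrophage markers (1.67e-07, lowest other 4.72e-08) and for the neuron markers (5.65e-06, lowest other 3.72e-06). For each list another split gave a lower p than the real one, so that chance is not excluded here either. With an estimated correlation, camera gave these lists an adjusted p of 0.389, 0.331 and 0.331, and the other splits were not run with it. Chance also cannot be excluded for the number of lists past the threshold (6 lists, with 18 of 100 splits giving as many, highest other 9). The same holds for the number of genes over 1.5-fold higher (2726 genes, with 8 of 100 splits giving as many in the direction with more genes, highest other 2900). For the receptors the real count was 0, which all 100 splits must reach (highest other 0), so that this says nothing about chance.

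C5ar1 had over 200 exon reads in 3 aneurysms and 0 in the other 7 samples. RNA from neutrophils, which the paper names with adventitial fibroblasts as the cells of C5ar1, would bring their abundant transcripts S100a8 and S100a9, but these had 0% of the C5ar1 exon reads over the 5 aneurysms. This does not exclude neutrophils, since libraries that miss genes may miss these transcripts too. By staining, the paper found some C5ar1 protein together with Myeloperoxidase in the lesions. It also found C5ar1 in adventitial cells negative for Myeloperoxidase, CD68 and smooth muscle actin. Libraries made from few molecules may miss a gene in some samples: of 3002 genes with a mean of exon reads within 2-fold of that of C5ar1, 23.7% had under 10 exon reads in 7 or more samples. This share does not ask which samples lacked the reads, so that genes truly expressed in few samples count as well. It therefore cannot tell missed genes from a difference between samples. RNA from macrophages stays open as well, since the macrophage markers had a median log2 fold change of 2.96 but an adjusted p of 0.331 with an estimated correlation. Cd68, which the low-count filter left out, had an adjusted p of 2.14e-09 without it from edgeR's quasi-likelihood test, but this is 1 marker. Fibroblasts and the diversity of lesions that the paper names stay open and were not tested for C5ar1.

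The median log2 fold change of 10 neuron markers was -2.57, with 0 past the threshold over all genes and an adjusted p from camera of 5.65e-06, or an adjusted p of 0.331 with an estimated correlation. Scaling is argued against, since the median was -2.48 or lower under DESeq2, upper-quartile scaling, library-size scaling and without the mitochondrial genes and AABR07000398.1. Brain tissue left on the circle of Willis samples may account for it, but other brain cells went different ways: without a low-count filter, the median log2 fold change was -2.52 for 8 astrocyte markers and 1.03 for 11 oligodendrocyte and Schwann cell markers, so that this explanation cannot be told apart from a difference between the tissues, and members on both sides of 0 keep it open.

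Aneurysm 8 had 743 genes with at least 10 exon reads, against 2664 to 7590 in the other samples. Depth is argued against, since with every library thinned to 2027758 exon reads it had 709 such genes, against 2664 to 6997. A few genes taking most of the reads are argued against as well: with the mitochondrial genes and AABR07000398.1 left out and 150718 exon reads kept in each library, it had 729 such genes, against 2274 to 3016. Fewer original molecules in this library stay open, and no biological explanation was tested.

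Some single samples lay far from the rest of their group. AABR07000398.1 took 20.1% of the gene reads in circle of Willis 4, against 17.1% to 17.8% in the other 4. The log2 CPM of LOC100361543 was -0.28 in circle of Willis 8, where it had 1 read, and -1.41 in the other 4, where it had 0. The log2 CPM of Lyz2 was -0.76 in circle of Willis 5, against 3.35 to 4.89 in the other 4. These were 3 of 44 groups examined, and chance alone gives such a sample in about 1 in 20 groups.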

How the results depend on the processing

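The exon read, mitochondrial gene, 3-sample filter and samples-numbered-8 alternatives were added after the data were seen. The number of changed genes (12) was 130 with DESeq2 (80 higher, 50 lower) and 130 without a low-count filter (97 higher, 33 lower), 32 with edgeR's exact test, and 2 with upper-quartile or library-size scaling (1 higher, 1 lower). It was 30 on exon reads without a filter, 28 with 10 reads in at least 3 samples and 24 without both samples numbered 8. Leaving out each sample in turn gave 1 to 33: 4, 2, 2 and 1 without circle of Willis 5, 6, 7 and 8, and 2, 2 and 33 without aneurysms 5, 6 and 8. With limma-voom, 3 of its 15 genes were among the 12. Of the 8 genes named by the rule, 2 passed with either of those scalings, 3 with limma-voom, 5 on exon reads without a filter and 1 to 8 when each sample was left out: 2, 3, 2, 2 and 1 without circle of Willis 4 to 8, and 2 without aneurysm 5 or 6. Genes over 1.5-fold higher numbered 6706 without a filter (6055 lower), 966 on exon reads (1026 lower) and 5410 on exon reads without a filter (5409 lower), against 2726 (2176 lower), and 2933 to 3228 when each sample was left out. With 10 reads in at least 3 samples, 10 gene lists passed camera at the preset correlation, against 6; with an estimated correlation, 0 of the 19 lists passed. The median log2 fold change of all genes was 0.40 with DESeq2 and 0.13 with TMM.

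C5ar1 had a positive log2 fold change and an adjusted p over 0.05 in each of the 23 alternatives that gave a value, from 1.47 to 5.36 when each sample was left out (adjusted p 0.681 to 1) and 9.65 on exon reads without a filter (adjusted p = 0.175), a fitted value against 0 reads that depends on the prior count. The lists of the extracellular matrix, macrophage markers and neuron markers kept their direction and call in all 24 alternatives with the preset correlation of camera, and lost the call with an estimated correlation (adjusted p = 0.389, 0.331 and 0.331). The other 3 lists past the threshold also lost their call with an estimated correlation (adjusted p = 0.395 for cartilage and bone genes, 0.503 for matrix proteases and 0.503 for astrocyte markers). At the preset correlation, to which the calls that follow apply, they lost it in some alternatives, given with the list's median log2 fold change. Cartilage and bone genes lost it on exon reads (0.16), on exon reads without a filter (2.03), without both samples numbered 8 (0.35) and without 4 of the single samples (range when each sample was left out 0.70 to 2.38). Matrix proteases lost it on exon reads (2.13) and without 6 of the single samples (1.03 to 2.01). Astrocyte markers lost it with library-size scaling (-2.20), without both samples numbered 8 (-2.12) and without 6 of the single samples (-2.69 to -1.23). Other lists gained a call: complement on exon reads (1.91), on exon reads without a filter (1.97), with 10 reads in at least 3 samples (2.12) and without aneurysm 4 or 8 (1.73 to 2.17); fibroblast markers on unique reads (1.09), with 10 reads in at least 3 samples (1.13) and without circle of Willis 5 or 7 (0.67 to 1.39); hypoxia and glycolysis without both samples numbered 8 (1.75) and without aneurysm 4 or 8 (0.94 to 1.61); inflammatory mediators without a filter (1.53) and on exon reads without a filter (4.63); and leptomeningeal markers without a filter (-1.67), with 10 reads in at least 3 samples (-0.98), without both samples numbered 8 (-0.96) and without circle of Willis 8 or aneurysm 4 (-2.58 to -0.71). Padi4 changed sign, to -0.076 without aneurysm 8 (highest 3.37) and -0.42 without both samples numbered 8. The causes were not tested. On exon reads with the filter, C5ar1 has no value.

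With the sample number as a replicate block, 17 genes changed, 9 of them among the 12, and C5ar1 had a log2 fold change of 5.37 (adjusted p = 0.843). With it, C5ar1 did not pass and the leptomeningeal markers did (median log2 fold change -3.14). Deviations from the group means of samples with the same number correlated at 0.0240, -0.0236, 0.0500, 7.89e-05 and 0.136 for numbers 4 to 8, and 2 of the 5 aneurysms correlated best with their own number, so that the numbers are not taken to pair the samples. The spread between samples limits what is seen: fold changes of 4 were recovered in 4.08% of simulated genes with the spread of these samples and in 100% with a dispersion of 0.05.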

Differences from the paper's values

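The paper describes C5ar1 as significantly up-regulated in the rupture-prone lesions of this data set. On total gene reads its log2 fold change was 2.23 with an adjusted p of 0.999 from edgeR. None of the 19 alternatives set before the data were examined gave an adjusted p under 0.05; they ranged from 0.515 to 1. The paper names the Wilcoxon rank-sum test for comparisons of 2 groups. An exact rank test gave p = 0.214 on total gene reads and p = 0.167 on exon reads. The latter could not be lower, since only 3 samples had exon reads, so that it decides nothing. Without circle of Willis 4 the unadjusted p was 0.0198 (adjusted p = 0.681). The authors' deposited table gives a p-value of 0.00438, which is 1 after the authors' FDR correction and 0.635 when adjusted over the 7615 genes tested here. The lowest adjusted p of any setting, 0.175 with an unadjusted p of 0.00267, came from exon reads without a filter, chosen after the values were seen.

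The highest tag count of C5ar1 among the aneurysms is about 280 in Fig. 1A, read by eye, as the paper's value, and was 518 total gene reads here. In the circle of Willis it is about 0 in Fig. 1A, read by eye, as the paper's value, and was 213 here. For Ptafr in the circle of Willis, the paper's value is about 0 in Fig. 1A, read by eye, and the highest count was 97 here. Of the 19 alternatives set before the data were examined, those on scaling, filters, tests and the block leave a raw count as it is, and neither unique gene reads nor leaving out any sample brings these values within the paper's. Exon reads, chosen after the values were seen, do, with 285 for C5ar1 in the aneurysms and 0 for C5ar1 and for Ptafr in the circle of Willis, and drop 0 of the receptors that Fig. 1A shows with a bar.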

Other observations

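Of 11 tested proteases and inhibitors of the matrix, 0 passed over all genes and 4 were higher when adjusted over the list alone: the cathepsins Ctsd (log2 fold change 4.41, standard error 1.13), Ctsb (3.86, standard error 0.99) and Ctsk (5.70, standard error 1.60) and the membrane metalloproteinase Mmp14 (3.07, standard error 1.12); camera gave an adjusted p of 0.0367 and, with an estimated correlation, an adjusted p of 0.503. Of 5 cartilage and bone genes, 1 was higher, Spp1, and Runx2, an osteoblast transcription factor, had a log2 fold change of 2.60 (standard error 1.17, adjusted p = 0.787), with 97.3% of its reads in introns; camera gave an adjusted p of 0.0321 and, with an estimated correlation, an adjusted p of 0.395. Of 9 fibroblast markers, Col1a1 and Col3a1 were higher (camera, adjusted p = 0.217). Of 17 contractile smooth muscle genes, 0 passed, with log2 fold changes of 2.47 for Myl9, 2.13 for Tagln, whose region overlaps Sidt2, and -0.84 for Myh11 (camera, adjusted p = 0.421). Of 9 endothelial markers 0 passed (camera, adjusted p = 0.317). Of 5 astrocyte markers, 0 passed over all genes and Slc1a3, a glutamate transporter gene, was lower when adjusted over the list alone (log2 fold change -2.73, standard error 0.77), beside Aldoc at -4.34 and Gfap at -2.27, and 1 of the 5 had a positive log2 fold change (camera, adjusted p = 0.0367; adjusted p = 0.503 with an estimated correlation). Of 6 leptomeningeal and choroid markers 0 passed, with Aldh1a2 at -2.46, Slc22a6 at -3.56 and Ptgds at -1.38, and 2 of the 6 had a positive log2 fold change (camera, adjusted p = 0.0718).

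The paper examines C5, the plasmin system and inflammation by staining and other methods, and genes of coagulation and fibrinolysis in the earlier data set (Fig. 6D), which was not analysed here. C5 had 77 reads in the circle of Willis and 19 in the aneurysms, of which 0 lay on exons. C3 had 57 reads in the aneurysms, 56 of them in aneurysm 5, and 0 in the circle of Willis, and Plg had 25 and 8 reads. Tissue plasminogen activator (Plat) had a log2 fold change of -1.97 (standard error 1.70, adjusted p = 0.999). C5ar2 had 68 and 191 reads, 189 of the latter in circle of Willis 4. Il1b had 138 reads in aneurysm 5, 96 in aneurysm 6 and 57 in circle of Willis 7, Il6 and Mmp9 had 1 read each, and Mpo, Tnf and Ptgs2 had 0 reads in all 10 samples. Mtor, which shares its region with LOC102552055, had a log2 fold change of -0.95 (adjusted p = 0.999) and Rps6kb1 one of 0.85 (adjusted p = 0.999). Over the list of these genes, 0 of 4 tested passed (camera, adjusted p = 0.372). Of 13 complement genes, 0 passed, with log2 fold changes of 2.55 for C1r, 3.15 for C1qa and 2.51 for Serping1 (camera, adjusted p = 0.111). Of 8 coagulation and fibrinolysis genes, 0 passed, with -2.02 for Vwf, 2.11 for F13a1 and 2.34 for Tfpi (camera, adjusted p = 0.421). Of 18 neutrophil markers, 11 had reads, 2 were tested and 0 passed, Ncf1, which macrophages also express, at 2.51 (adjusted p = 0.821) and Padi4 at 2.32 (adjusted p = 0.999), with 100% of its reads in introns.

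In the other lists, 0 members passed over all genes except Hmox1 among 12 genes of hypoxia and glycolysis (camera, adjusted p = 0.251). The adjusted p from camera was 0.317 for 7 inflammatory mediators, 0.305 for 18 genes of the mTOR pathway, 0.301 for 5 immediate early genes, 0.503 for 8 genes of endoplasmic reticulum stress and 0.795 for 8 mitochondrial transcripts. Lists with under 3 tested members were not tested as sets: 2 of oligodendrocytes and Schwann cells, and 1 each of B cells, of blood and platelets and of muscle and fat. Of the lists of T and NK cells, proliferation and the pituitary, 0 members had enough reads. Where a list had 0 members past the threshold in edgeR's quasi-likelihood test, members with an unadjusted p under 0.05 numbered 5 among the matrix proteases (4 higher, 1 lower), 5 lower among the neuron markers, 2 lower among the astrocyte markers, 2 lower among the leptomeningeal markers, 2 higher in the mTOR pathway, 1 higher each in complement, coagulation, endoplasmic reticulum stress, neutrophil markers, B cell markers and markers of oligodendrocytes and Schwann cells, and 0 among the receptors of neutrophil migration, markers of blood and platelets, markers of muscle and fat, smooth muscle genes, endothelial markers, inflammatory mediators, immediate early genes, mitochondrial transcripts and other genes of the paper. With DESeq2, 2 matrix proteases, 1 coagulation gene and 1 gene of endoplasmic reticulum stress were higher and 3 neuron markers and 1 astrocyte marker were lower past the threshold, and with limma-voom 1 astrocyte marker and 2 leptomeningeal markers were lower. With edgeR's exact test, 1 matrix protease was higher and 1 neuron marker lower. At an unadjusted p under 0.05, 436 of the 7615 genes passed, 251 of them higher in aneurysms.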
